A study of Mus musculus with 15 samples.

How the data were processed

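The samples were secondary palates of wild-type mice at 4 embryonic stages, from E13.5 to E16.5, and at P0, with 3 libraries per stage, each made from the pooled palates of 3 embryos. Per the labels, RNA was extracted with a NucleoSpin kit and sequenced after an Illumina RNA library preparation. The deposited table holds counts per gene for 54232 genes, which per the file headers the authors made with featureCounts 2.0.1, counting read pairs as fragments on the reverse strand of an annotation named GENCODE M18. The input files are named as adapter-trimmed and duplicate-marked, and the recorded command held no option to drop marked duplicates or to count fragments that map to several places or overlap 2 genes. The aligner and the genome build are not stated there. Positions were taken from the table and compared with GENCODE M21 on GRCm38. Of the genes with an identifier in M21, 97.5% had an identical position, and 99.8% of those with the same identifier version, so positions are given on GRCm38. Symbols came from M21 for 54079 genes, and 195 shared a symbol with another identifier.

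Depth was the sum of counts per library. It ranged from 21.5 M to 69.0 M, and the precision this gives is stated as the level of 3 counts, the detection floor. Protein-coding genes held 96.1% to 98.1% of counts and mitochondrial genes 1.49% to 2.83%. Between libraries of a stage the chi-square per degree of freedom was 32.6 to 246, so their spread far exceeded counting error. The tests of genes and lists between stages therefore used the spread between libraries. The binomial tests and the resampling of genes under the other observations did not use it.

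Stages were taken from the labels. The stages, contrasts, tests, thresholds, named-gene rule, gene lists and alternatives were chosen before the data were examined, except where stated. Genes were filtered with edgeR's filterByExpr by stage (minimum count 10), which kept 22151 genes. Counts were normalized by the trimmed mean of M values (TMM) and fitted in edgeR 4.0.16 (R 4.3.3) with 1 coefficient per stage over all 15 libraries, with a common biological coefficient of variation of 0.332. Each of 5 contrasts (E14.5 against E13.5, E15.5 against E14.5, E16.5 against E15.5, P0 against E16.5 and P0 against E13.5) was tested with the quasi-likelihood F test, and the 5 stages with the F test over all coefficients. All p values called adjusted were corrected by Benjamini-Hochberg over the tested genes, with a threshold of 0.05. A gene counted as changed 2-fold at an absolute log2 fold change of at least 1. Standard errors were derived from the fold change and its F statistic, and they and the floors cover, respectively, the modelled spread and counting error only. CPM of genes are counts scaled to totals adjusted by the TMM factors, while the floors given for depth use the unadjusted totals. Log2 CPM used a prior count of 2. Unadjusted counts beside adjusted ones give genes with p under 0.05 before correction.

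Genes were named where they were the 3 largest rises or the 3 largest falls of a contrast among those with an adjusted p under 0.05, a mean of at least 10 CPM in the higher stage, and every library of one stage above every library of the other. By chance 10% of genes separate so with 3 libraries against 3. *Sost* and *Pax9*, which the series' aims name, were given at every stage, and any member of a fixed list was given as such. The 14 lists were Wnt ligands, secreted Wnt antagonists, Wnt feedback targets, palate patterning, osteoblast and osteocyte, osteoclast, cartilage, cell cycle, stratified epithelium, skeletal muscle, erythroid, tooth enamel and dentine, nasal epithelium and sex-linked genes. Each list was counted by genes past 0.05 over all genes and adjusted over the list alone, and tested with camera in limma 3.58.1 (preset correlation 0.01), adjusted over 70 tests. A fold against a stage with all libraries at or under 3 counts was computed against the floor on the TMM-adjusted scale and given as a lower bound. For *Higd1b*, which did not meet the naming rule, only the fitted fold is given. The sample relations used principal components of log2 CPM over the 500 most variable genes and Pearson correlations across genes.

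The alternatives were DESeq2 1.42.0, DESeq2's size factors or upper-quartile normalization in edgeR, no filter on low counts (37998 genes), a mean of at least 1 CPM (16520 genes), a prior count of 0.5, only the 6 libraries of a contrast, the replicate number as a block, fry and an estimated correlation for the lists, all tested genes for the principal components, and leaving out each library in turn. Thinning all libraries to the smallest total was added after the data were seen.

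The procedure was tested on simulated data with the dispersions and depths of these libraries, in which 200 genes were changed from E15.5 onward. These genes were drawn only from those above a minimum mean count, and each gene had the same dispersion at all stages. For E15.5 against E14.5 the procedure called 32.8% of 67 genes changed 2-fold, 80.6% of 67 changed 4-fold and 97.0% of 66 changed 8-fold, and 0.0182% of 21951 unchanged genes. The rates of recovery do not cover genes with fewer counts, other contrasts or a spread that differs between stages. Genes were simulated independently of each other, so the simulation gives no error rate for the list tests on these libraries.

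All 15 columns of the count table were used. Samples of other genotypes or treatments are not analysed here. The level of 1 marker gene is not reported here. Positions, symbols and lengths other than those in the table and M21 were not used.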

Results

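Messenger RNA of the secondary palate of wild-type mice was measured by bulk RNA sequencing at 5 stages, embryonic days 13.5, 14.5, 15.5 and 16.5 (E13.5 to E16.5) and the day of birth (P0). The secondary palate separates the mouth from the nasal cavity, and these stages span the growth, elevation and fusion of its paired shelves and the formation of bone in them. Each stage had 3 libraries, and each library was made from the pooled palates of 3 embryos, so the spread between libraries is a spread between pools. The 15 libraries held 21.5 to 69.0 M (1e6) counts assigned to genes, with a median of 61.0 M. The stage means were 65.96 ± 2.38 M (SD, n = 3) at E13.5, 67.5 ± 1.80 M at E14.5, 61.0 ± 2.68 M at E15.5, 43.3 ± 7.94 M at E16.5 and 33.3 ± 10.5 M at P0. At these depths 3 counts, taken as the detection floor, corresponded to 0.0435 to 0.140 CPM (counts scaled to a total of 1e6, here without the TMM adjustment that the CPM of genes below include). Floors cover counting error only, since reads copied from the same molecule are not independent. Between 26389 and 30266 genes had at least 1 count in a library.

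The relation between libraries was examined to ask whether libraries of a stage resembled each other more than libraries of other stages. Over the 500 most variable of 22151 tested genes, the first principal component held 79.0% of the variance and the second 7.05%. With all tested genes, the alternative that moved this result most, the first component held 61.3%. The correlation of log2 CPM across genes, which are not independent replicates, averaged 0.972 within stages, 0.960 between neighbouring stages and 0.927 between all pairs of stages. The most similar library was of the same stage for 10 of the 15 libraries. The exceptions were E15.5 replicate 1, E16.5 replicate 1 and all 3 P0 libraries. The biological coefficient of variation was 0.275 at E13.5, 0.243 at E14.5, 0.312 at E15.5, 0.364 at E16.5 and 0.443 at P0.

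**Figure D1:**
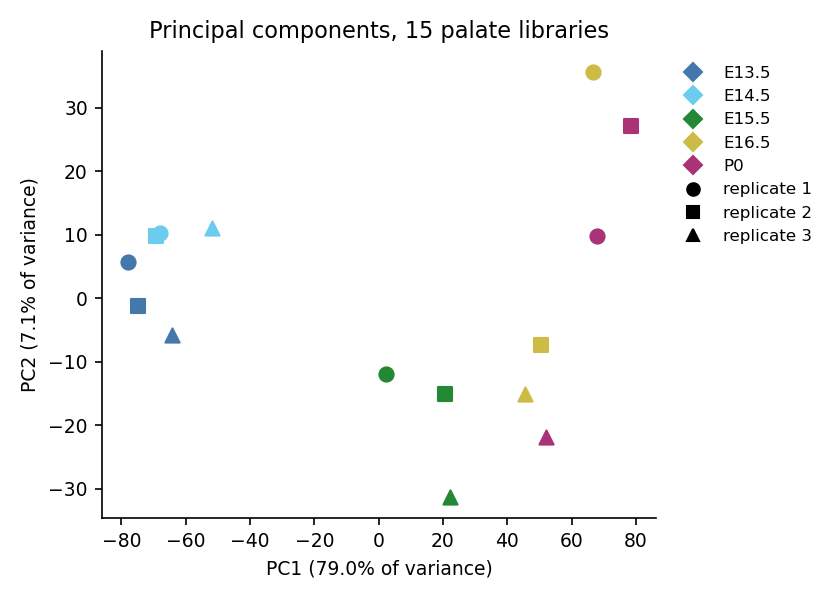
First principal component (horizontal, 79.0% of variance) and second principal component (vertical, 7.05% of variance) of log2 CPM over the 500 most variable genes, with a point per library, coloured by stage and shaped by replicate number. The E13.5 and E14.5 libraries lie at the left, the E15.5 libraries in the middle and the E16.5 and P0 libraries intermixed at the right.

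The time course was tested as a whole to find the genes that changed at any stage. Expression changed across the 5 stages in 13081 of 22151 tested genes (59.1%; edgeR's quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05), and 9235 of these had at least a 2-fold range of stage means. By the stage of the highest mean, the latter divided into 1791 genes at E13.5, 2219 at E14.5, 401 at E15.5, 1133 at E16.5 and 3691 at P0. The count at E15.5 moved most, to 960 genes without E15.5 replicate 1, 603 without P0 replicate 3 and 227 with a filter of a mean of 1 CPM. The count at E14.5 was 1424 without E14.5 replicate 1.

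After adjustment, neighbouring stages differed by very unequal numbers of genes. With edgeR's quasi-likelihood test and an adjusted p under 0.05, 2 genes differed between E13.5 and E14.5, 5773 between E14.5 and E15.5, 312 between E15.5 and E16.5, and 78 between E16.5 and P0. Between the first and the last stage, 12535 genes differed. Before adjustment the neighbouring stages were less unequal, with 3538, 8783, 4830 and 2602 genes at a p under 0.05 in the same order. Their median absolute log2 fold changes over all tested genes were 0.276, 0.462, 0.328 and 0.265. A pair of alternatives moved the counts of the 3 small contrasts furthest, in opposite directions. DESeq2 gave 1000 genes between E13.5 and E14.5, 2094 between E15.5 and E16.5, and 663 between E16.5 and P0. Fits to only the 6 libraries of a contrast gave 0 in all 3, with 5089, 4267 and 1129 genes at an unadjusted p under 0.05. Single libraries also moved the counts. Between E13.5 and E14.5 the count was 28 without E14.5 replicate 3, 1 without E14.5 replicate 2, and 0 without any other library of the contrast, where 1711 to 3607 genes had an unadjusted p under 0.05. Between E14.5 and E15.5 it was 2320 without E14.5 replicate 1, 3259 without E14.5 replicate 2, 2975 without E15.5 replicate 2 and 3010 without E15.5 replicate 3. Between E15.5 and E16.5 it was 0 without E15.5 replicate 2, with 3286 genes at an unadjusted p under 0.05, then 1 without E16.5 replicate 1, 2 without E15.5 replicate 3, 65 without E16.5 replicate 2, 78 without E15.5 replicate 1 and 504 without E16.5 replicate 3. Between E16.5 and P0 it was 10 and 12 without E16.5 replicates 2 and 3, 24 and 40 without P0 replicates 2 and 1, and 216 without E16.5 replicate 1. For P0 against E13.5 the 6 fits that each left out 1 library gave 10668 to 12516 genes.

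**Figure D2:**
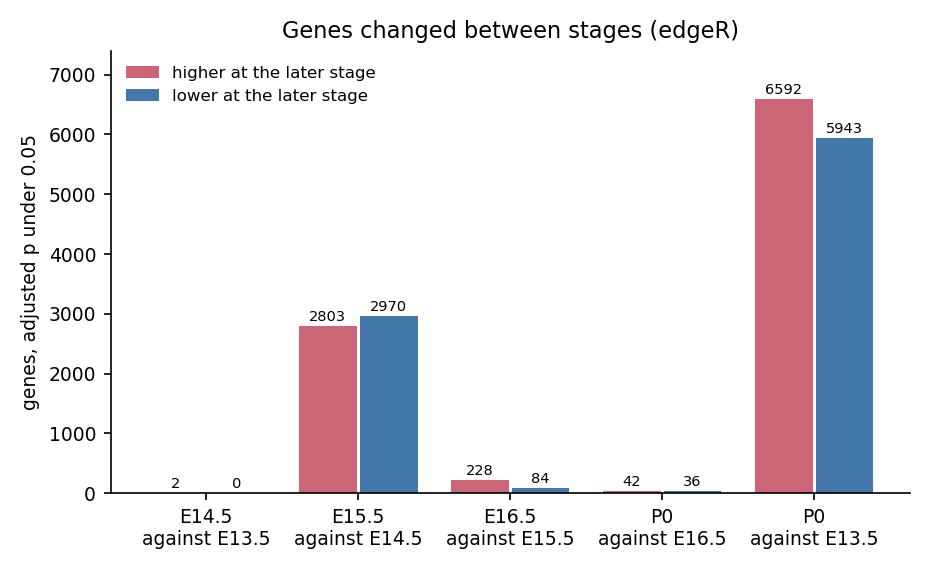
Number of genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test, vertical axis from 0) in each of 5 contrasts between stages, split into genes higher and genes lower at the later stage. The step from E14.5 to E15.5 had 2803 higher and 2970 lower genes with the normalization used, against 48.6% higher there and 63.05% with upper-quartile normalization.

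The contrast of E14.5 with E13.5 asked what changed as the shelves elevate and meet. Of the tested genes, 3538 had an unadjusted p under 0.05 and 2 passed after adjustment, both higher at E14.5. Neither reached the level required for naming, so both were chosen after their values were seen. *Tekt5* (ENSMUSG00000039179.13, chromosome 16, 10357948 to 10395490, GRCm38 as for all positions below) was at 2.85 ± 0.938 CPM (SD, n = 3) at E14.5 and 0.446 ± 0.0531 CPM at E13.5, a log2 fold change of 2.67 with a standard error of 0.32 (adjusted p 0.0321). *Higd1b* (ENSMUSG00000020928.14, chromosome 11, 102835849 to 102838040) was at 0.377 ± 0.0175 and 0.0286 ± 0.0137 CPM, with 2, 3 and 1 counts in the E13.5 libraries. All 3 are at or under the floor, so the size of its fitted log2 fold change (3.61, standard error 0.45, adjusted p 0.0321) is uncertain. No bound against the floor was computed for it. Both genes passed only without E14.5 replicate 3 among the 6 fits that each left out 1 library, and their adjusted p values rose to as much as 0.165. Of 25 cell cycle genes, 0 passed when adjusted over all genes, 23 had an unadjusted p under 0.05 and 23 were lower when adjusted over the list alone, with a median log2 fold change of -0.61. Of 10 erythroid genes, 0 passed over all genes, 7 had an unadjusted p under 0.05 and 4 were lower when adjusted over the list alone (median -1.10). Of 23 palate patterning genes 0 passed, over all genes or adjusted over the list alone, and 4 had an unadjusted p under 0.05 (median -0.32).

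The contrast of E15.5 with E14.5 spans the onset of the later, bone-forming stages and had 2803 genes higher and 2970 lower at E15.5. Of these, 2116 higher and 1299 lower genes changed at least 2-fold. The balance of directions depended on the scaling. With upper-quartile normalization, which moved the median log2 fold change of all genes from 0.03 to 0.16, 3424 genes were higher and 2007 lower. Among genes that met the naming rule, the largest rises were those of *2610028H24Rik* (ENSMUSG00000009114.17, chromosome 10, 76449081 to 76461110), *Krt13* (ENSMUSG00000044041.4, chromosome 11, 100117327 to 100121566) and *Tmem212* (ENSMUSG00000043164.3, chromosome 3, 27866066 to 27896368). *2610028H24Rik* rose from 0.0605 ± 0.0281 to 16.5 ± 8.53 CPM (SD, n = 3; log2 fold change 8.06, standard error 0.59, adjusted p 5.05e-05). The keratin gene *Krt13* rose from 0.680 ± 0.275 to 178 ± 139.6 CPM (log2 fold change 8.03, standard error 0.87, adjusted p 0.000254), and *Tmem212* from 0.0463 ± 0.0467 to 11.9 ± 7.10 CPM (log2 fold change 7.97, standard error 0.78, adjusted p 0.000164). All 3 stayed past the threshold in each of the 6 fits that left out 1 library.

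The largest falls between E14.5 and E15.5 under that rule were those of the homeobox gene *Hoxa5* (ENSMUSG00000038253.6, chromosome 6, 52201754 to 52204587), *Kcne2* (ENSMUSG00000039672.12, chromosome 16, 92292389 to 92298129) and *Ttr* (ENSMUSG00000061808.3, chromosome 18, 20665250 to 20674324). Their log2 fold changes were -8.55, -7.79 and -7.70, with standard errors of 2.32, 2.01 and 2.21 and adjusted p values of 0.0189, 0.0151 and 0.0240. The E14.5 libraries differed widely in all 3 genes. *Hoxa5* was at 102, 18.9 and 1.29 CPM in replicates 1, 2 and 3, *Kcne2* at 37.5, 0.257 and 22.1 CPM, and *Ttr* at 1224, 8.64 and 673 CPM. The adjusted p for *Hoxa5* was 0.0750 without E14.5 replicate 1 and 0.0532, 0.0521 and 0.0751 without E15.5 replicates 1, 2 and 3. Over the 6 fits that left out 1 library it ranged from 0.0126 to 0.0751. For *Kcne2* it was 0.0604 and 0.0630 without E15.5 replicates 2 and 3 (range 0.0135 to 0.0630). For *Ttr* it was 0.0714 without E14.5 replicate 1 and 0.0882 and 0.0873 without E15.5 replicates 2 and 3 (range 0.0229 to 0.0882).

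Lists of genes chosen for tissues of the palate were followed through the same contrast of E15.5 with E14.5. Of 18 osteoblast and osteocyte genes, 14 were higher at E15.5 over all genes and 17 when adjusted over the list alone, with a median log2 fold change of 2.46. *Col1a1* (ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042) rose from 1504 ± 584 to 13597 ± 1186 CPM (SD, n = 3; log2 fold change 3.18, standard error 0.34, adjusted p 0.000254), and *Ibsp* (ENSMUSG00000029306.8, chromosome 5, 104299171 to 104311469) from 67.4 ± 22.5 to 1235 ± 287 CPM (log2 fold change 4.20, standard error 0.65, adjusted p 0.00147). The values of the list members *Bglap* and *Bglap2* are uncertain, since these genes are near-identical. Of 9 osteoclast genes, 7 were higher over all genes, and 8 higher and 1 lower when adjusted over the list alone (median 2.51). Of 20 skeletal muscle genes 12 were higher (16 adjusted over the list alone, median 2.24), and of 8 nasal epithelium genes 7 were higher (8 adjusted over the list alone, median 3.39). Of 17 stratified epithelium genes 7 were higher, over all genes and adjusted over the list alone (median 2.56), and the mean log2 fold change of that list went from 2.18 to 1.38 without E15.5 replicate 3. Of 15 cartilage genes 1 was higher and 0 were lower, over all genes and adjusted over the list alone, with 3 at an unadjusted p under 0.05 (median -0.57). Of 5 tooth enamel and dentine genes 1 was higher and 1 lower (3 and 1 adjusted over the list alone). Of 25 cell cycle genes 0 passed either way and 0 had an unadjusted p under 0.05.

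The contrast of E16.5 with E15.5 followed the palate after fusion and gave 228 higher and 84 lower genes. Rising most under the naming rule were *Dcpp1* (ENSMUSG00000096445.1, chromosome 17, 23880876 to 23882853), *Rpl3l* (ENSMUSG00000002500.15, chromosome 17, 24727820 to 24736143) and *Smtnl1* (ENSMUSG00000027077.7, chromosome 2, 84811176 to 84822652). *Smtnl1* rose from 0.818 ± 0.186 to 54.8 ± 39.4 CPM (SD, n = 3; log2 fold change 6.06, standard error 0.59, adjusted p 0.00370), and over the 6 fits that left out 1 library its adjusted p ranged from 0.00202 to 0.0519, the last without E15.5 replicate 2. *Rpl3l* was at 34.6, 1.22 and 1.32 CPM in the 3 E16.5 libraries (log2 fold change 6.97, standard error 1.52, adjusted p 0.0482). Without E16.5 replicate 1 its log2 fold change was 3.67 (adjusted p 0.177). *Dcpp1* was at 31.1, 5.56 and 0.538 CPM (log2 fold change 7.63, standard error 1.64, adjusted p 0.0476), and its log2 fold change without replicate 1 was 5.56 (adjusted p 0.163). Its value is uncertain, since it overlaps the near-identical *Dcpp2*. *Rpl3l* and *Dcpp1* each passed in 1 of the 6 fits that left out 1 library, the fit without E16.5 replicate 3 (adjusted p ranges 0.0378 to 0.185 and 0.0281 to 0.199).

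Between E15.5 and E16.5 the named genes that fell most were *Mcidas* (ENSMUSG00000074651.3, chromosome 13, 112993845 to 113000394), *Ccno* (ENSMUSG00000042417.5, chromosome 13, 112987802 to 112990777) and *Ccdc18* (ENSMUSG00000056531.11, chromosome 5, 108132875 to 108233628). *Mcidas* fell from 18.8 ± 6.81 to 2.70 ± 0.267 CPM, *Ccno* from 30.2 ± 12.4 to 6.12 ± 0.927 CPM and *Ccdc18* from 12.2 ± 2.85 to 3.89 ± 0.707 CPM (SD, n = 3). Their log2 fold changes were -2.80, -2.30 and -1.65, with standard errors of 0.57, 0.44 and 0.32 and adjusted p values of 0.0413, 0.0333 and 0.0347. *Mcidas* passed in none of the 6 fits that left out 1 library, *Ccno* in 1 and *Ccdc18* in 2, with adjusted p values from 0.0549 to 0.166, from 0.0379 to 0.154 and from 0.0448 to 0.160. Without E15.5 replicate 2 they were 0.161, 0.154 and 0.160. Of 9 osteoclast genes 4 were higher (7 adjusted over the list alone, median 2.30). Among them *Acp5* (ENSMUSG00000001348.15, chromosome 9, 22126727 to 22135711) rose from 42.4 ± 31.6 to 365 ± 106 CPM (log2 fold change 3.11, standard error 0.58, adjusted p 0.0316), and it passed in 1 of the 6 fits that left out 1 library, with adjusted p values from 0.0441 to 0.160, the highest without E15.5 replicate 2. Of 20 skeletal muscle genes 2 were higher over all genes and 15 when adjusted over the list alone. Of 25 cell cycle genes 0 passed over all genes, 18 had an unadjusted p under 0.05 and 14 were lower when adjusted over the list alone (median -0.55). All 3 E16.5 libraries lacked transcripts of the Y chromosome, so stage and sex are confounded in the contrasts with E16.5. Of the 312 genes 6 (1.92%) lay on the X chromosome, which holds 3.28% of tested genes. Of 5 sex-linked genes, 0 passed over all genes in this contrast or in P0 against E16.5, while 4 had an unadjusted p under 0.05 and 4 passed adjusted over the list alone in each.

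The contrast of P0 with E16.5 covered birth and gave 42 higher and 36 lower genes. With upper-quartile normalization the split was 36 and 17. From E16.5 to P0 the named genes that rose most were *Fosb* (ENSMUSG00000003545.3, chromosome 7, 19302696 to 19310051), *Atf3* (ENSMUSG00000026628.13, chromosome 1, 191170296 to 191218039) and *Ccn1* (ENSMUSG00000028195.4, chromosome 3, 145646976 to 145649981). *Fosb* rose from 1.73 ± 0.129 to 18.2 ± 12.2 CPM (SD, n = 3; log2 fold change 3.39, standard error 0.48, adjusted p 0.0128). *Atf3* rose from 10.8 ± 1.28 to 59.5 ± 21.2 CPM (log2 fold change 2.46, standard error 0.26, adjusted p 0.00412) and *Ccn1* from 44.8 ± 5.91 to 205 ± 10.8 CPM (log2 fold change 2.20, standard error 0.25, adjusted p 0.00415). *Atf3* and *Ccn1* stayed past the threshold in each fit that left out 1 library, and *Fosb* had an adjusted p of 0.0990 and 0.112 without E16.5 replicates 2 and 3 (range 0.00302 to 0.112). Those that fell most were *Cx3cr1* (ENSMUSG00000052336.7, chromosome 9, 119901616 to 120069879), *Bcorl1* (ENSMUSG00000036959.15, chromosome X, 48341358 to 48408049) and *Ak4* (ENSMUSG00000028527.18, chromosome 4, 101419277 to 101466995). *Cx3cr1* fell from 19.8 ± 2.14 to 5.82 ± 1.21 CPM. The log2 fold changes were -1.76, -1.04 and -1.03, with standard errors of 0.19, 0.13 and 0.16 and adjusted p values of 0.00415, 0.00517 and 0.0266. Without E16.5 replicate 2 the adjusted p was 0.0504 for *Bcorl1* and 0.134 for *Ak4*, and *Ak4* was also past 0.05 without E16.5 replicate 3 (0.140) and P0 replicate 2 (0.0797). The ranges over the 6 fits that left out 1 library were 0.00774 to 0.0504 and 0.0205 to 0.140.

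The contrast of P0 with E13.5 spanned the whole series, with 6592 genes higher and 5943 lower at P0, of which 8000 changed at least 2-fold. Of the 5773 genes that differed between E14.5 and E15.5, 4562 also differed between E13.5 and P0, and 4510 of these in the same direction, although these contrasts share no library. A score of nervous system markers, described below, fell in both contrasts, however. It was 5.66, 6.49 and 3.75 in the E13.5 libraries and 3.14, 2.92 and 3.22 in the P0 libraries. Part of the agreement may therefore come from less neural tissue at the later stages. Across the series the named genes that rose most were *Dcpp2* (ENSMUSG00000096278.7, chromosome 17, 23880880 to 23900787), *Dmbt1* (ENSMUSG00000047517.11, chromosome 7, 131032053 to 131121630) and *Dcpp1*, which were at or under the floor in all E13.5 libraries. Against that floor their means at P0 were at least 499-fold, 450.3-fold and 1370.0-fold higher (adjusted p 0.00102, 0.000640 and 0.000291), and the values of the *Dcpp* genes are again uncertain. The P0 libraries differed, with *Dmbt1* at 22.8, 35.0 and 0.653 CPM in replicates 1, 2 and 3. The largest named falls were those of *Hsd3b6* (ENSMUSG00000027869.14, chromosome 3, 98805504 to 98814443), *Hba-x* (ENSMUSG00000055609.8, chromosome 11, 32276400 to 32278116) and *Hbb-y* (ENSMUSG00000052187.4, chromosome 7, 103851749 to 103853216). *Hsd3b6* was at 12.7 ± 6.19 CPM (SD, n = 3) at E13.5 and at or under the floor in all P0 libraries, at least 124.6-fold lower (adjusted p 1.01e-05). *Hba-x* fell from 215 ± 95.3 to 0.0610 ± 0.106 CPM and *Hbb-y* from 1930.0 ± 1149 to 0.598 ± 0.274 CPM, with log2 fold changes of -11.64 and -11.63, standard errors of 0.75 and 0.87 and adjusted p values of 1.50e-06 and 2.76e-06. All 6 of these genes stayed past the threshold in each fit that left out 1 library. *Hba-x* had 0, 6 and 0 counts in P0 replicates 1, 2 and 3, and over those fits its log2 fold change ranged from -16.5 to -10.9.

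Over all genes, no fixed list had more changed genes in another contrast than between E13.5 and P0. Adjusted over the list alone, the osteoblast and osteocyte list had more between E14.5 and E15.5 (17 against 15). So had the sex-linked list in the contrasts of E16.5 with its neighbours (4 against 0). Cell cycle genes were lower at P0 than at E13.5 in 24 of 25 cases (25 adjusted over the list alone, median -1.29). *Mki67* (ENSMUSG00000031004.8, chromosome 7, 135689784 to 135716361) fell from 458 ± 8.90 to 206 ± 62.0 CPM (SD, n = 3; log2 fold change -1.16, standard error 0.20, adjusted p 0.000437). Osteoblast and osteocyte genes were higher in 14 of 18 cases (15 adjusted over the list alone, median 3.58), osteoclast genes in 8 of 9 (9, 6.02) and skeletal muscle genes in 18 of 20 (19, 5.36). Stratified epithelium genes were higher in 12 of 17 cases (14 adjusted over the list alone), with a median of 4.42, or 3.96 with genes at the floor set to their bound. Nasal epithelium genes were higher in 8 of 8 cases (8 adjusted over the list alone, median 5.45) and tooth enamel and dentine genes in 4 of 5 (4 over the list alone, median 5.09, or 3.25 with genes at the floor set to their bound). Of 15 cartilage genes 4 were higher and 4 lower, over all genes and adjusted over the list alone. Of 10 erythroid genes 4 were lower, over all genes and adjusted over the list alone, and the adult alpha and beta globin pairs among them are near-identical, so their values are uncertain. The 3 embryonic globin genes made up 67.9% ± 4.41 of all globin counts at E13.5, 46.2% ± 3.00 at E14.5, 0.665% ± 0.304 at E15.5, 0.153% ± 0.148 at E16.5 and 0.0522% ± 0.0215 at P0 (SD, n = 3). Fragments that map to both genes of an adult pair were not counted, so these shares may be too high at every stage.

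**Figure D3:**
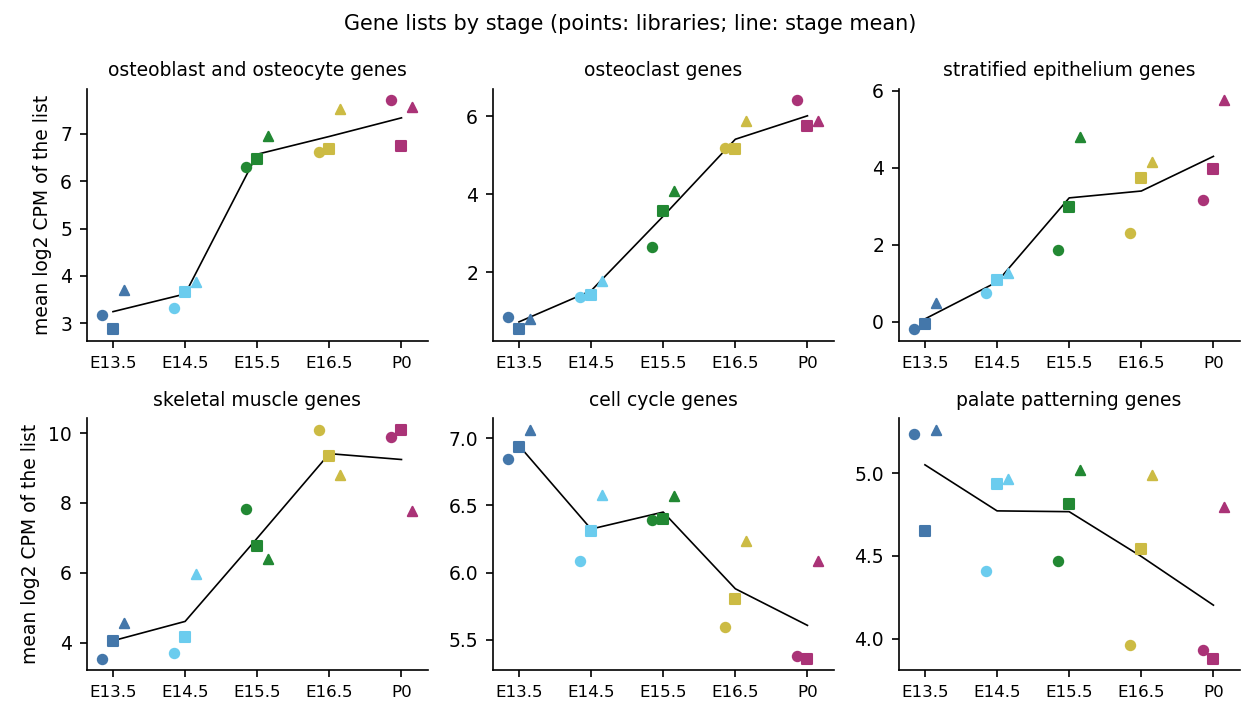
Mean log2 CPM (vertical axes) of the genes of 6 fixed lists at the 5 stages, with a point per library shaped by replicate number and a line through the stage means. The osteoblast and osteocyte list rises at E15.5 (median log2 fold change 2.46), the cell cycle list is lower at P0 than at E13.5 (median -1.29), and libraries of a stage lie apart in the stratified epithelium list.

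The series was designed around Wnt-dependent steps of palate formation, the transcription factor Pax9 and the Wnt antagonist sclerostin, encoded by *Sost*, so these were examined at every stage in the wild-type libraries. *Sost* (ENSMUSG00000001494.6, chromosome 11, 101962458 to 101967015) was at 0.422 ± 0.252 CPM at E13.5, 0.607 ± 0.0683 at E14.5, 2.01 ± 0.294 at E15.5, 3.87 ± 0.418 at E16.5 and 1.00 ± 0.349 at P0 (SD, n = 3), from 14 to 201 counts per library. From E13.5 to E14.5 it did not pass (log2 fold change 0.52, standard error 0.37, adjusted p 0.525). It rose between E14.5 and E15.5 (log2 fold change 1.72, standard error 0.36, adjusted p 0.00612), and this held in each of the 6 fits that left out 1 library. The further rise to E16.5 did not pass (0.95, standard error 0.35, adjusted p 0.147), but passed with DESeq2 (adjusted p 0.0346). The fall from E16.5 to P0 was near the threshold (-1.94, standard error 0.37, adjusted p 0.0484). It passed in none of the 6 fits that left out 1 library, with adjusted p values of 0.0539 to 0.177, nor with DESeq2's size factors (0.0533). At P0 it was above E13.5 (1.25, standard error 0.37, adjusted p 0.0121), with an adjusted p of 0.0552 without E13.5 replicate 1 and 0.0541 without E13.5 replicate 2 (range 0.000731 to 0.0552).

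*Pax9* (ENSMUSG00000001497.18, chromosome 12, 56691767 to 56712822) was at 67.2 ± 28.2, 44.6 ± 11.1, 49.9 ± 18.6, 35.7 ± 11.4 and 41.9 ± 13.5 CPM (SD, n = 3) from E13.5 to P0. It passed the threshold in none of the 5 contrasts, with log2 fold changes of -0.59, 0.16, -0.48 and 0.23 between neighbouring stages (adjusted p 0.492, 0.785, 0.490 and 0.847) and -0.68 between E13.5 and P0 (adjusted p 0.151). Its direction turned without E14.5 replicate 1 (-0.04) or E15.5 replicate 3 (-0.02) between E14.5 and E15.5, and without P0 replicate 2 (-0.04) between E16.5 and P0.

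**Figure D4:**
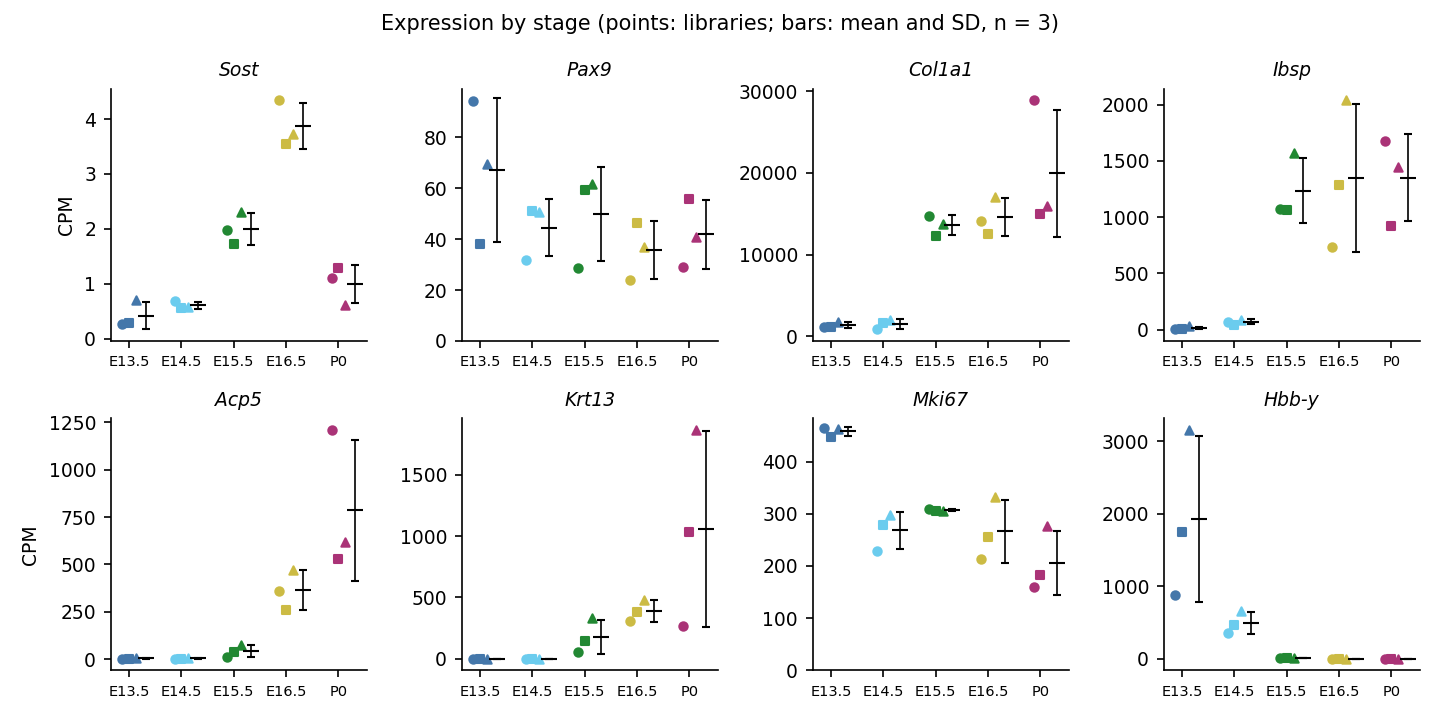
CPM (vertical axes, linear) of 8 genes at the 5 stages, with a point per library shaped by replicate number and bars for the mean and SD (n = 3). *Sost* had its highest mean at E16.5 (3.87 ± 0.418 CPM), *Col1a1* rose to 13597 ± 1186 CPM at E15.5, and *Hbb-y* fell to 0.598 ± 0.274 CPM at P0.

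Other members of the Wnt lists changed in both directions. Of 14 secreted Wnt antagonists, 5 were higher and 1 lower at E15.5 than at E14.5, over all genes and adjusted over the list alone. Besides *Sost*, the higher ones were *Sfrp4* (ENSMUSG00000021319.7; log2 fold change 1.99, adjusted p 0.00680), *Wif1* (ENSMUSG00000020218.11; 1.91, adjusted p 0.0246), *Notum* (ENSMUSG00000042988.10; 1.24, adjusted p 0.0342) and *Dkk3* (ENSMUSG00000030772.6; 0.70, adjusted p 0.0377), and the lower one was *Apcdd1* (ENSMUSG00000071847.12; -1.28, adjusted p 0.0149). Of these, *Sfrp4* stayed past the threshold in each of the 6 fits that left out 1 library, *Apcdd1* passed in 4 (adjusted p from 0.0156 to 0.0528), *Wif1* in 2 (from 0.0247 to 0.106), and *Notum* and *Dkk3* in 1 (from 0.0360 to 0.146 and from 0.0344 to 0.168). *Apcdd1* failed without E14.5 replicate 2 or E15.5 replicate 2. *Wif1* had its highest value without E14.5 replicate 1, as did *Notum* and *Dkk3*, which passed only without E14.5 replicate 3. Between E15.5 and E16.5 *Dkk2* (ENSMUSG00000028031.6) and *Sfrp2* (ENSMUSG00000027996.13) were lower (-1.23 and -1.53, adjusted p 0.0483 and 0.0492; 3 genes adjusted over the list alone), with 0.160 and 0.187 without E15.5 replicate 2. *Dkk2* passed in none of the 6 fits that left out 1 library and *Sfrp2* in 1 (adjusted p ranges 0.0648 to 0.160 and 0.0455 to 0.207). Between E13.5 and P0 6 antagonists were higher and 5 lower, over all genes and adjusted over the list alone.

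Of 18 tested Wnt ligand genes 0 were higher and 4 were lower at E15.5 than at E14.5, over all genes and adjusted over the list alone, with 6 at an unadjusted p under 0.05. The lower ones were *Wnt1* (ENSMUSG00000022997.9; log2 fold change -4.47, adjusted p 0.00444), *Wnt3* (ENSMUSG00000000125.5; -1.90, adjusted p 0.00704), *Wnt7a* (ENSMUSG00000030093.7; -3.12, adjusted p 0.0225) and *Wnt9b* (ENSMUSG00000018486.2; -3.17, adjusted p 0.00631). *Wnt1* was at only 0.851 ± 0.829 CPM (SD, n = 3) at E14.5, and *Wnt7a* had an adjusted p of 0.0815 without E14.5 replicate 1 and 0.0636, 0.0501 and 0.0826 without E15.5 replicates 1, 2 and 3 (range 0.0230 to 0.0826). The other 3 stayed past the threshold in each of the 6 fits that left out 1 library. Of the 18 ligands 3 were higher and 3 lower at P0 than at E13.5, over all genes and adjusted over the list alone. Among 10 feedback targets of Wnt signalling, 2 were higher and 5 lower at P0 than at E13.5, over all genes and adjusted over the list alone. *Lgr6* (ENSMUSG00000042793.13; 2.65, adjusted p 4.33e-05) and *Tcf7* (ENSMUSG00000000782.15; 1.69, adjusted p 0.00378) were the higher ones, and *Lef1* (ENSMUSG00000027985.14; -2.03, adjusted p 0.00259) was among the lower ones. *Axin2* (ENSMUSG00000000142.15) was another, and fell from 66.3 ± 14.1 to 33.2 ± 10.6 CPM (SD, n = 3; adjusted p 0.00491). Of 23 palate patterning genes, 3 were higher and 7 lower at P0 than at E13.5 (2 and 7 adjusted over the list alone, median -0.65), including *Tbx22* (ENSMUSG00000031241.17; -4.78, adjusted p 0.000357) and *Mn1* (ENSMUSG00000070576.4; -1.86, adjusted p 2.20e-05).

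The 14 lists were also tested as sets in the 5 contrasts. Of the 70 set tests, 27 passed an adjusted p of 0.05 with camera at its preset correlation of 0.01. Of these, 11 also passed with fry and 0 with camera at a correlation estimated from the data. The former were the osteoblast and osteocyte, osteoclast and nasal epithelium lists between E14.5 and E15.5, the osteoclast list between E15.5 and E16.5, and, between E13.5 and P0, the osteoblast and osteocyte, osteoclast, cell cycle, stratified epithelium, skeletal muscle, erythroid and nasal epithelium lists. Fry asks whether the genes of a list changed, and camera whether they changed more than other genes. Between E13.5 and P0, 56.6% of all tested genes changed, so passing fry there does not set a list apart from other genes. The camera result of the secreted Wnt antagonists between E14.5 and E15.5 (adjusted p 0.0313) was 0.0893 without E14.5 replicate 1 (range 0.0197 to 0.0893 over the 6 fits that left out 1 library). That of the erythroid genes between E13.5 and P0 (adjusted p 0.0239) was 0.105 without E13.5 replicate 3 (range 0.00150 to 0.105). Random regroupings of the 15 libraries into 5 groups of 3 gave a median of 26 passing camera tests, so the number of passing tests does not set the stages apart from such regroupings.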

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

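Results were recomputed under the alternatives named in the methods, changing 1 choice at a time, but not every result under every alternative. Named genes were recomputed with DESeq2, DESeq2's size factors, the block and leaving out 1 library. Thinning to the smallest library was chosen after seeing the data. Why a setting moved a result was not tested unless stated.

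The counts of changed genes (and of those changed at least 2-fold, in brackets) depended most on the test. For E14.5 against E13.5, with 2 (2), DESeq2 gave 1000 (517), no filter on low counts 6 (6) and a mean of at least 1 CPM 1 (1). Thinning and the fit to only the 6 libraries both gave 0 (0), with 3089 and 5089 genes at an unadjusted p under 0.05. For E16.5 against E15.5, with 312 (246), DESeq2 gave 2094 (1047), thinning 172 (132) and only the 6 libraries 0 (0), with 4267 unadjusted. For P0 against E16.5, with 78 (45), DESeq2 gave 663 (226), no filter 25 (19) and only the 6 libraries 0 (0), with 1129 unadjusted. DESeq2 shared 2, 308 and 77 genes with the edgeR calls of these 3 contrasts. For E15.5 against E14.5 and P0 against E13.5, each of these settings stayed within a factor of 1.5 of the reported count, as did those run for the 5-stage test, which leave out the fit to only 6 libraries.

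The genes with their highest mean at E15.5 numbered 227 with a mean of at least 1 CPM, against 401. The list tests past the threshold numbered 27 with camera, 12 with fry and 0 of 70 with an estimated correlation. The first principal component held 61.3% of variance over all tested genes, against 79.0% over the 500 most variable, and between 76.4% and 80.9% when 1 library was left out.

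With the replicate number as a block, 135 genes (105) changed for E14.5 against E13.5 and 35 (21) for P0 against E16.5. Whether equal numbers mark related libraries was checked by correlating deviations from the stage means. Of 30 pairs of equal number 9 had an r over 0.1, against 19 of 60 pairs of unequal number, but the 4 highest r (0.472 to 0.548) were all between libraries of equal number. Not all equal numbers deviated together, so the block was kept as an alternative, and a partial relation stays open.

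Leaving out 1 library at a time gave 0 to 28 (0 to 25) genes for E14.5 against E13.5, with 0 without E13.5 replicate 1, 2 or 3 or E14.5 replicate 1 (unadjusted 2294, 3607, 2132 and 1711), 1 without E14.5 replicate 2 and 28 without E14.5 replicate 3. For E15.5 against E14.5 it gave 2320 to 5816 (1612 to 3745), the fewest without E14.5 replicate 1. For E16.5 against E15.5 it gave 0 to 504 (0 to 406), with 0 without E15.5 replicate 2 (unadjusted 3286), 1 without E16.5 replicate 1 and 2 without E15.5 replicate 3. For P0 against E16.5 it gave 10 to 216 (8 to 105), the fewest without E16.5 replicate 2 and the most without E16.5 replicate 1. For P0 against E13.5 it gave 10668 to 12516 (7131 to 8575), and for the 5-stage test 11464 to 13509. The stages of the highest mean had 1557 to 2162 genes at E13.5, 1424 to 2635 at E14.5 (the fewest without E14.5 replicate 1), 323 to 960 at E15.5 (the most without E15.5 replicate 1), 837 to 1667 at E16.5 and 3242 to 4320 at P0, and 20 to 31 list tests passed.

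The share of changed genes that were higher moved with the scaling. For E15.5 against E14.5 it went from 48.6% to 63.05% with upper-quartile normalization (3424 higher, 2007 lower), and for P0 against E16.5 from 53.8% to 67.9% (36 and 17). Since a scaling factor moves all genes of a library alike, this follows from its construction. Thinning gave 66.0% for P0 against E16.5 (35 and 18). Leaving out P0 replicate 3 gave 36.9% (38 and 65), and leaving out E16.5 replicate 2 gave 80% (8 and 2). For E16.5 against E15.5 the share was 73.1% (228 and 84). It was 52.6% (41 and 37) without E15.5 replicate 1 and 87.7% (57 and 8) without E16.5 replicate 2.

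Of the 27 list results past the threshold, all held with a prior count of 0.5 and with DESeq2's size factors. With a mean of at least 1 CPM, the block and thinning, 2, 2 and 2 fell short. Fry left 11 past the threshold. Leaving out 1 library moved 11 of the 27 short of it at least once. Among them the stratified epithelium list for P0 against E16.5 had a mean log2 fold change of 0.90, and of 0.17 without P0 replicate 3 and 0.30 without E16.5 replicate 1 (adjusted p 0.432 and 0.433, range 0.000253 to 0.433).

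Of the 57 pairs of named gene and contrast, DESeq2 moved 1 past the threshold (*Sost*, E16.5 against E15.5), DESeq2's size factors moved 1 short of it (*Sost*, P0 against E16.5) and the block 3. These 3 were *Dcpp1* and *Rpl3l* for E16.5 against E15.5 and *Sost* for P0 against E16.5, with log2 fold changes of 6.68, 6.31 and -1.91 and adjusted p of 0.0552, 0.0586 and 0.0866. Leaving out 1 library moved 26 of them, in 95 of 342 fits short of the threshold and in 3 to the other direction. These 3 were *Pax9* for E15.5 against E14.5, at -0.0403 without E14.5 replicate 1 and -0.0237 without E15.5 replicate 3 (range -0.0403 to 0.433), and for P0 against E16.5, at -0.0392 without P0 replicate 2 (range -0.0392 to 0.465). *Pax9* was not past the threshold in any fit that left out 1 library.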

Other observations

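The counts over other splits and regroupings of the libraries were fixed as tests in advance, and every other test below was chosen only after the result it examines was seen. The patterns below were therefore found and tested on the same data, and each explanation is a hypothesis. The design gives no group besides the stage, so none of the explanations below was tested against a designed group.

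For each contrast the 6 libraries were split 3 against 3 in all 10 ways. For E14.5 against E13.5, E15.5 against E14.5, E16.5 against E15.5 and P0 against E13.5, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the 9 others gave 0. For P0 against E16.5, 2 of the 10 splits gave as many, since the split with E16.5 replicate 1 and P0 replicates 1 and 2 on one side gave 1867 genes against 78 for the stages. These are the 3 libraries with the adipose genes described below. With 10 splits a share under 0.1 cannot arise, so for any single contrast stage and chance cannot be told apart by this count. For the 5-stage test, 2 of 100 regroupings of the 15 libraries, the real one included, gave as many genes. The other gave 13509 genes and kept E13.5 and E14.5 libraries apart from the later ones, and the median of the others was 0. For the list tests, 49 of 100 regroupings gave as many past the threshold, with a median of 26 and a highest count of 40 among the others. The number of camera results past 0.05 at the preset correlation is therefore no evidence for a difference between stages.

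Single libraries held high levels of transcripts typical of neighbouring organs. In E16.5 replicate 1 the thyroid gene *Tg* was at 4058 CPM, against a median over all libraries of 3.40. In E13.5 replicate 2 the lens genes *Cryaa* and *Cryba1* were at 282 and 108 CPM. In P0 replicate 2 the pituitary genes *Gh* and *Pomc* were at 2689 and 286 CPM, and in E16.5 replicate 1 at 1204 and 253. The adipose genes *Fabp4* and *Ucp1* reached 1805 and 1396 CPM in P0 replicate 2. In E14.5 replicate 1 the Hox genes *Hoxa5* and *Hoxa4*, typical of the neck and trunk, were at 102 and 47.6 CPM, the neuronal genes *Tubb3* and *Dcx* at 1886 and 1446, and the choroid plexus gene *Ttr* at 1224, with 673 in E14.5 replicate 3.

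Pieces of these organs in the pools are a candidate explanation. It was tested with marker genes not looked up before, by the number whose highest library was the one where the first markers were high. For thyroid in E16.5 replicate 1 this held for 6 of 9 genes, for lens in E13.5 replicate 2 for 10 of 11, for pituitary in E16.5 replicate 1 or P0 replicate 2 for 6 of 9, for adipose tissue in E16.5 replicate 1 or P0 replicates 1 or 2 for 12 of 12, for Hox genes in E14.5 replicate 1 for 7 of 8 and for the central nervous system in E14.5 replicate 1 for 11 of 15. Exact binomial p values, one-sided and with the chance rate taken over the libraries of the same stages only, were 0.0424, 0.000130, 0.0424, 0.000244, 0.00259 and 0.00181. This stricter chance rate was added after the first p values, taken over all 15 libraries, had been seen. The highest library of a gene was still sought among all 15, so a gene highest at another stage counted against the explanation. All these p values treat the genes as independent and do not use the spread between libraries. At a median of at least 1 CPM over the libraries, 5 of the 9 thyroid, 3 of the 11 lens, 3 of the 9 pituitary, 7 of the 12 adipose, 1 of the 8 Hox and 15 of the 15 nervous system genes are also expressed in these samples at large. For choroid plexus in E14.5 replicates 1 and 3 it held for 3 of 8 genes (p 0.980). Since genes highest at other stages counted against it, this p is no evidence against choroid plexus in these libraries. That test had first been read as evidence against choroid plexus, at a p of 0.0790 over all libraries, and was left undecided because 7 of its 8 genes are expressed at a median of at least 1 CPM in these samples at large. For choroid plexus, stray tissue and expression in the palate itself cannot be told apart.

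The nervous system markers bear on the contrast of E15.5 with E14.5, since a neural score, the mean log2 CPM of the marker genes, was 7.21, 6.54 and 5.87 in the E14.5 libraries and 4.09, 3.59 and 3.21 in the E15.5 libraries. Less neural tissue in the E15.5 libraries may explain part of the fall. Over deviations from the stage means and leaving out the marker genes themselves, 77.5% of the 1285 genes lower at least 2-fold followed the score with an r over 0.5, against 4.46% of 4776 genes with an unadjusted p over 0.5, with a one-sided permutation p of 0.003 over shuffles of the score within stages. As the cause of all lower genes it is argued against by the 3 embryonic globins *Hbb-y*, *Hba-x* and *Hbb-bh1*, whose part of all globin counts does not depend on neural tissue and went from 46.2% (SD 3.00) to 0.665% (SD 0.304). For the other lower genes it cannot be told apart from the stage, because score and stage move together. With the score in the fit, 3 of 2970 lower genes, these globins, remained lower (log2 fold changes -7.02, -5.22 and -4.91, adjusted p 0.0480, 0.0480 and 0.0373), as did 0 of the 2967 others (288 at an unadjusted p under 0.05), and 1 of 2803 higher genes remained higher, 4 changed genes in all. A control added after that result, with the score shuffled within stages, gave 0 to 4179 changed genes over 20 shuffles (median 21), and 5 of the 20 gave as few. The loss thus comes at least partly from precision, as the median standard error rose from 0.29 to 0.48, and to 0.53 with shuffled scores. The median log2 fold change of the lower genes went from -0.87 to -0.28 and that of the higher genes from 1.63 to 0.86, closer to 0 than in any of the 20 shuffles.

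For the genes higher at E15.5 that covariate was the first test, and it was replaced as the deciding one after its cost in precision was found. Less neural tissue would raise the genes of all other tissues alike. The median log2 fold change of the osteoblast and osteocyte list exceeded that of the cartilage list by 3.03 (2.5% and 97.5% points of 2000 resamples of genes 2.24 and 4.37), which argues against less neural tissue as the whole cause of the rises. These points cover the spread over genes and not that between libraries. The mean log2 CPM of the cartilage list was 3.59, 5.73 and 6.23 in the E14.5 libraries and 4.73, 5.87 and 5.10 in the E15.5 libraries. A smaller share of the rises from that source stays open.

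The fall of 4 Wnt ligand genes at E15.5 was weighed against the neural score in the same way, over deviations from the stage means in 15 libraries, with exact two-sided p values over 7776 orders within stages. The Pearson r was 0.0476 (p 0.886; Spearman rho 0.0929, p 0.780; r 0.275 without the 2 farthest libraries) for *Wnt1*, 0.0650 (p 0.898; Spearman rho 0.204, p 0.558; r 0.247 without the 2 farthest libraries) for *Wnt3*, 0.604 (p 0.0730; Spearman rho 0.550, p 0.0730; r 0.361 without the 2 farthest libraries) for *Wnt7a* and -0.434 (p 0.204; Spearman rho -0.400, p 0.196; r -0.352 without the 2 farthest libraries) for *Wnt9b*. Adjusted over the 4 genes the Pearson p values were 0.898, 0.898, 0.292 and 0.409. For these 4 genes less neural tissue and the stage cannot be told apart, because the design confounds them and r within stages rests on few libraries.

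Most pools carried transcripts of 1 sex. Of the 15 libraries 6 were without Y transcripts and 6 without *Xist*, at a limit of 10% of the highest library, so 12 were of 1 sex and 3 of both (replicate 2 of E13.5, E14.5 and E15.5). Random pools of 3 embryos would be of 1 sex in 25% of cases, and the exact binomial test gave a two-sided p of 1.24e-05, which argues against random pools of 3. Pooling by sex, or fewer than 3 embryos in a pool, are possible explanations that the labels do not settle. All E16.5 libraries lacked Y transcripts, with 0.151 to 0.332 CPM summed over 4 Y genes. E15.5 replicate 1 and P0 replicate 2 were as low at 0.337 and 0.457, while E15.5 replicate 3 and P0 replicates 1 and 3, without *Xist*, had 160.3, 86.2 and 129.6. The Y transcripts thus went with the sex of the pools within these stages, and their low level at E16.5 is no sign of a change with stage.

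The 3 named rises at P0, *Fosb*, *Atf3* and *Ccn1*, led to a list of 22 other immediate-early genes. Their median log2 fold change for P0 against E16.5 was 0.82 and 19 were higher, 2 past an adjusted p of 0.05 and 13 at an unadjusted p under 0.05. In 8 of them all 3 P0 libraries lay above all 3 E16.5 libraries, against 5% by chance. The list passed with camera at the preset correlation (p 1.68e-12), at an estimated correlation (0.00798) and with fry (0.000471). An immediate-early response shared by many of the 22 genes in the P0 libraries may therefore explain the rises. Some rose mainly in P0 replicate 2. Of the 8 genes above, *Nfkbiz* was at 9.54, 50.7 and 19.1 CPM in P0 replicates 1, 2 and 3, and reached 9.32 CPM at E16.5. Outside the 8, *Rgs2* was at 73.5, 174 and 49.0 CPM in P0 replicates 1, 2 and 3, and *Tiparp* at 23.7, 47.6 and 24.7. At E16.5 *Rgs2* and *Tiparp* reached 73.9 and 24.6 CPM. The list was not tested without P0 replicate 2, so how far its result rests on that library is open. Whether such a response arose in life or during dissection was not tested. Among the most abundant, *Ccn2* reached 290.1 and *Per1* 212 CPM in P0 replicate 2, and 21 of the 22 genes had a median of at least 1 CPM.

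Basal epithelial genes tended to rise with the replicate number within stages, as *Krt5* at P0 with 344, 493 and 1580.2 CPM in replicates 1, 2 and 3. The mean of the 3 genes first seen, *Krt5*, *Krt14* and *Trp63*, followed the order 1, 2, 3 in 5 of 5 stages, though *Krt14* at E14.5 and *Trp63* at E13.5 did not. Of 14 other epithelial genes, replicate 3 exceeded replicate 1 by a mean of 0.77 on the log2 scale (exact two-sided permutation p 0.0157 over 7776 orders), and their mean followed the order in 3 of 5 stages. An epithelial content that follows the replicate number may explain this. Why it would do so was not tested. Of the most abundant, *Cdh1* had a median of 104 CPM and *Jup* of 148, and all 14 genes had a median of at least 1 CPM in these samples.

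Depth was lower at the later stages. After thinning to the smallest total, 0 genes changed between E13.5 and E14.5 (3089 at an unadjusted p under 0.05) and 4768 between E14.5 and E15.5, of which 4408 were among the 5773 reported. Unequal depth is thus argued against as the cause of the large count between E14.5 and E15.5. Between E13.5 and E14.5 the totals of the libraries overlapped and their means had a ratio of 1.02, which argues against unequal depth as the cause of the 2 changes. Mean depth fell further, from 61.0 M at E15.5 to 43.3 M at E16.5 and 33.3 M at P0. Thinning left 172 of 312 as the count between E15.5 and E16.5, and 53 against 78 between E16.5 and P0. For these 2 contrasts a part played by depth stays open.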
